# Low oxygen environment alters transcripts related to energy metabolism without altering the pluripotency core of bovine embryonic stem cells

**DOI:** 10.1242/bio.062352

**Published:** 2026-05-11

**Authors:** Ramon C. Botigelli, Rachel Braz Arcanjo, Carly Guiltinan, Amanda J. Morton, Justin M. Smith, Anna C. Denicol

**Keywords:** Pluripotency, Oxygen, Metabolism, Transcriptome, Embryonic stem cell

## Abstract

Stem cell pluripotency is shaped by culture microenvironment. Growth factors, cytokines, and oxygen tension are key regulators of self-renewal and pluripotency state. Here we evaluated the adaptation of bovine embryonic stem cells (bESC) derived on mouse embryonic fibroblasts (MEF) to feeder-free conditions and the effects of low oxygen (5% O_2_) on their molecular profile. Primed bESC established on MEF and 21% O_2_ (high oxygen) were adapted to 5% O_2_ (low oxygen) and to feeder-free conditions in vitronectin to generate four culture conditions: high and low O_2_ tension in MEF and feeder-free. Adaptation to feeder-free upregulated transcripts related to cell differentiation in bESC cultured in high compared to low oxygen. Transition of bESC on MEF from normoxia to 5% O_2_ did not alter cell morphology or growth. Interestingly, colony morphology was maintained when transitioning bESC from MEF into feeder-free in low oxygen. Furthermore, there were fewer transcriptomic changes in bESC grown on MEF compared to feeder-free in low compared to high oxygen. While low oxygen tension did not alter the pluripotency profile of bESC, it promoted transcriptional changes related to energetic metabolism and increased mitochondrial membrane potential. These findings emphasize the importance of oxygen tension for derivation, maintenance, and performance of ESC.

## INTRODUCTION

Pluripotent stem cells (PSCs) can be obtained by deriving embryonic stem cells (ESCs) from the inner cell mass of preimplantation embryos or reprogramming differentiated cells, which are called induced pluripotent stem cells (iPSCs). Defining features of PSCs are self-renewal and the capability to differentiate into any cell type in the adult organism (Ying et al., 2008). Since the establishment of the first stable bovine ESC (bESCs) in 2018 (Bogliotti et al., 2018), livestock PSCs have gained attention from the scientific community due to their numerous potential applications such as cellular agriculture, gamete generation (commercial interest and relevant model for human gametogenesis), production of gene-edited animals (to increase agricultural efficiency or model human conditions), and tissue generation for organ transplantation (Goszczynski et al., 2019a; Goszczynski et al., 2019b; Doncheva et al., 2021; Jara et al., 2023; Botigelli et al., 2023). With the increasing interest, recent studies have investigated ways to improve the derivation and maintenance of livestock ESCs. In this regard, various molecules, small molecules, and inhibitors have been used to promote the stable maintenance of livestock PSCs cultured on feeders or in feeder-free conditions (Zhao et al., 2021; Kinoshita et al., 2021; Zhi et al., 2024; Yang et al., 2025; Su et al., 2026).

Since the first report of ESC derivation from mouse blastocysts was published by Evans and Kaufman (1981), ESCs/iPSCs have been co-cultured with inactivated mouse embryonic fibroblasts (MEF). These embryonic somatic cells support the growth of PSCs by producing extracellular matrix (ECM) and fundamental factors such as Activin A and Leukemia Inhibitory Factor (LIF). Adapting PSCs to feeder-free conditions can be challenging, as it requires finding a suitable ECM (e.g. Matrigel, Geltrex, Vitronectin, Fibronectin, Laminin) and supplementing the factors typically provided by MEF. During this adaptation process, PSCs may experience cell death or differentiation due to the lack of support provided by MEF in feeder-free environments.

Past studies have emphasized the crucial role of the cellular micro and macroenvironment, including oxygen tension, in maintaining the pluripotency and differentiation potential of PSC. While atmospheric oxygen tension is about 21% (normoxia), the *in vivo* environment – particularly within the embryonic niche – is considerably lower, typically ranging from 1% to 5% (Simon and Keith, 2008). These physiological oxygen conditions have been used to enhance embryo quality during *in vitro* culture (Konstantogianni et al., 2024). Studies in mouse and human ESCs have demonstrated that hypoxia can increase expression of the core pluripotency factor POU5F1 and enhance the survival and proliferation of ESCs (Ezashi et al., 2005; Forristal et al., 2010). Hypoxia-inducible factors genes (HIFs) are key regulators of cellular responses to low oxygen levels, and act by modulating several pathways such as Notch, Wnt as well as canonical pluripotency markers that are involved in stem cell proliferation, self-renewal, response to stress and differentiation (Mazumdar et al., 2009; Forristal et al., 2010; Huang et al., 2018).

Initial reports of bESCs establishment cultured cells in normoxia (Bogliotti et al., 2018; Soto et al., 2021), but recent reports have pivoted toward maintenance of these cells in low oxygen tension (5% O_2_; Kinoshita et al., 2021; Shirasawa et al., 2024; Yang et al., 2025; Zhi et al., 2024). However, the influence of oxygen tension on bESCs has not yet been systematically studied. Therefore, this work aimed to evaluate the impact of oxygen tension on the pluripotency and self-renewal of bESCs cultured on MEF or in feeder-free conditions. We first sought to compare bESC lines that were derived and maintained on MEF to vitronectin for feeder-free maintenance in normoxia. Then, we evaluated the adaptation of bESCs cultured on both MEF and vitronectin to low oxygen to assess whether there was a differential advantage for bESCs during this transition when maintained in an oxygen tension more suited to their physiology. Our results show that low oxygen mitigates molecular and transcriptional changes caused by transition of bESC from MEF to feeder-free conditions. This work contributes to a broader understanding of stem cell biology and provides evidence for the development of improved culture systems for basic research or practical applications in livestock biotechnology and agricultural production.

## RESULTS

### Transition of bESCs to feeder-free culture in normoxia disrupts colony formation but is not associated with transcriptomic changes to the pluripotency core

The bESC lines used in this study were derived on MEF and maintained for at least five passages on feeders in normoxia. Upon adaptation to feeder-free conditions, cells changed their morphology from flat colonies to monolayer-like growth, which has been described for cells cultured on vitronectin (VTN) in NBFR medium plus Activin A (Fig. 1A,C) (Guiltinan et al., 2025; Soto et al., 2021). Importantly, bESCs homogenously expressed the canonical pluripotent markers OCT4, SOX2, and NANOG in both feeder and feeder-free conditions (Fig. 1B,D). Moreover, when transitioned from feeder-free culture back to MEF, ESCs restored the colony morphology. To evaluate the changes associated with this transition, we examined the transcriptome of the same bESC lines cultured in MEF and after adaption to VTN culture. We identified a total of 402 upregulated and 459 downregulated genes for bESCs on VTN compared to bESCs on MEF (Fig. 2A). bESCs in both conditions (VTN and MEF) had similar expression of *POU5F1*, *SOX2*, *NANOG* and pluripotency markers differentially associated with pluripotent states (naive: *LIN28B*, *SALL4*, *KLF4*; primed: *OTX2*) (Fig. 2B, Fig. S1). We observed upregulation of *BMP1* and *ACVR2A* (TGF-β/SMADs pathway), *FZD9* (WNT/β-Catenin pathway), *TEAD3*, and *HDAC5* (epigenetic markers) on feeder-free bESCs (Fig. 2B). The upregulation of these genes could indicate mechanisms of adaptability of ESC through ECM remodeling. For instance, BMP1 cleaves ECM proteins like collagen and laminin, while TEAD3, a Hippo pathway effector, regulates proliferation and ECM sensing based on substrate changes. This profile also shows that a potential cell signaling compensation may occur with ACVR2A activating SMAD2/3 and FZD9 triggering canonical and non-canonical WNT pathways. HDAC5 can support pluripotency by repressing gene expression and regulating stress responses, alongside ACVR2A maintaining the primed state amid environmental shifts. Moreover, TEAD3 and BMP1 may predispose cells to lineage-specific differentiation under changing conditions. We observed *NODAL*, *JUN*, and *WNT7B* upregulated in the bESCs-MEF group (Fig. 2B). Those results highlighted the importance of the core of primed pluripotency maintenance, where NODAL sustains SMAD2/3 signaling (core to primed state) and JUN reinforces FGF/ERK-driven primed identity. Moreover, NODAL and WNT7B could predispose cells derived in NBFR to mesoderm or neural fates if the pluripotency core were to be dysregulated. Interestingly, gene set enrichment analysis (GSEA) showed that the top upregulated biological processes of bESCs in the feeder-free condition were related to cell differentiation (e.g. mesenchyme development, skeletal system morphogenesis, bone morphogenesis, developmental process, epithelial cell differentiation and others), while those in MEF had positive regulation of cell communication and regulation of signaling. Full GSEA results for enriched biological processes are shown in Table S1. Altogether, our analysis suggests that the canonical pluripotent markers were not affected by transitioning bESCs from MEF into feeder-free conditions under normoxia despite clear changes in cell morphology and colony formation ability. Nevertheless, the transcriptome/molecular profile of these cells indicated a shift suggesting preparation for cell differentiation.

**Fig. 1.**
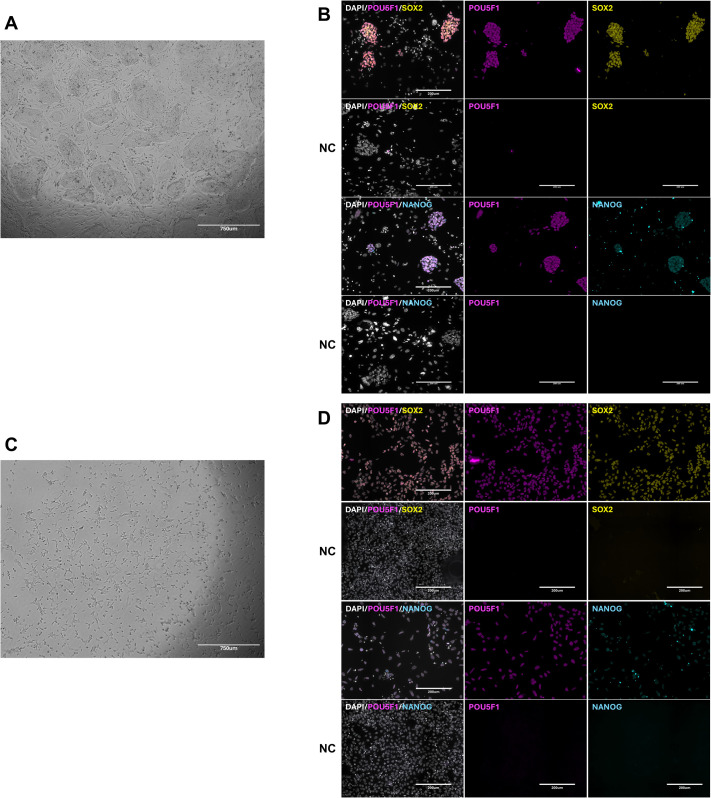
**Characterization of bESCs cultured on MEF or feeder-free conditions in normoxia.** (A) Representative image of bESCs on MEF in normoxia. Scale bar: 750 μm. (B) Representative immunofluorescence images of bESCs on MEF in normoxia. NC, negative controls (primary antibody omitted). Scale bars: 200 μm. (C) Representative image of bESCs in feeder-free (vitronectin) in normoxia. Scale bar: 750 μm. (D) Representative immunofluorescence images of bESCs in feeder-free in normoxia. NC, negative controls (primary antibody omitted). Scale bars: 200 μm. In B and D, magenta indicates expression of POU5F1; yellow indicates expression of SOX2; cyan indicates expression of NANOG; gray indicates DNA. *N*=4 independent cell lines.

**Fig. 2.**
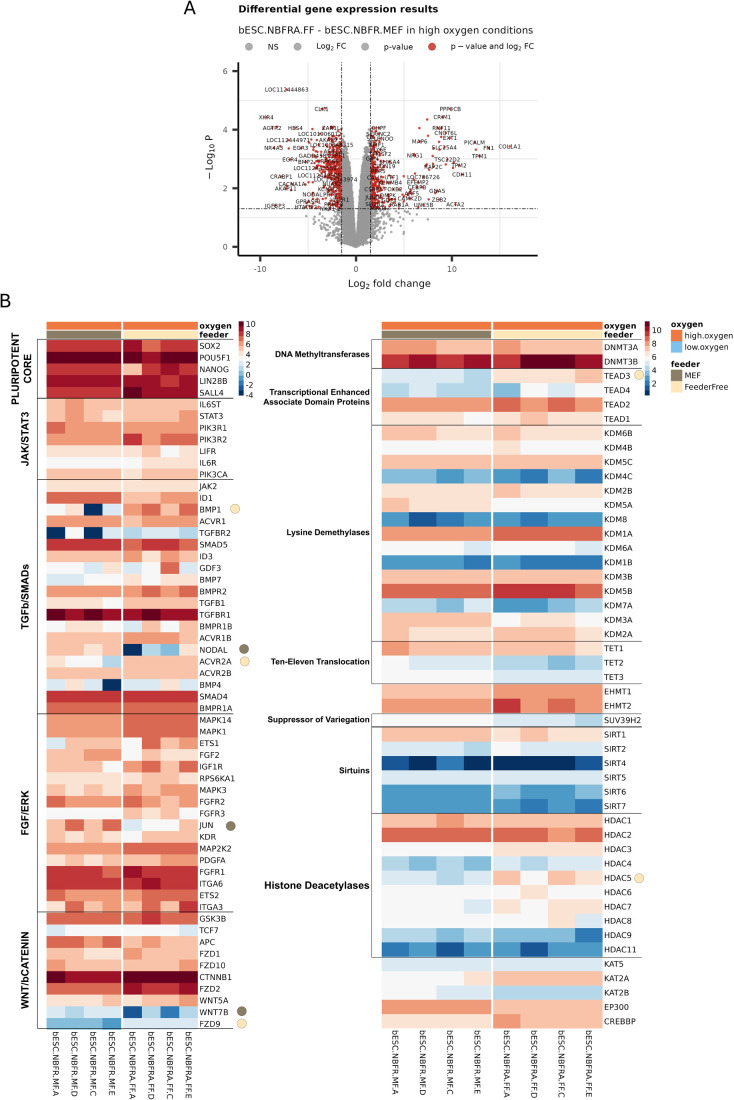
**Transcriptome comparison between bESCs cultured on MEF or feeder-free conditions under normoxia.** (A) Volcano plot showing significantly downregulated and upregulated genes between bESCs in feeder-free (FF; vitronectin) versus feeder (MEF) conditions cultured in high oxygen. (B) Heatmap of genes associated with JAK/STAT3, TGF-β/SMADs, FGF/ERK, and WNT/β-Catenin pathways and epigenetic markers for bESCs on MEF or feeder-free conditions cultured in high oxygen. Circles on the right side of gene indicate the presence of that gene in the DGE list. Brown circles show upregulated genes in bESC cultured in feeder (MEF). Natural sand-colored circles show upregulated genes in bESC cultured in feeder-free (FF). *N*=4 independent cell lines.

### Adaptation to low oxygen environment preserves bESC identity when moved from MEF to feeder-free conditions

To investigate how low oxygen conditions could affect the pluripotency state of bESCs, we transferred bESCs cultured on MEF into low oxygen conditions. No detectable changes to cell morphology or growth were observed after adaptation to low oxygen. Then, adapted bESCs were transitioned into feeder-free conditions. We observed that under a low oxygen environment, bESC were able to maintain their morphology as colonies or clumps when transitioned to feeder-free culture. This colony shape resembled that of colonies observed on feeder layers, featuring defined borders, unlike the monolayer-like growth that occurred in feeder-free culture under high oxygen conditions (Fig. 3A,C). Interestingly, we tested a non-enzymatic cell dissociation reagent (ReLeSR) to passage clumps of bESCs cultured feeder-free in both low and high oxygen environments, aiming to promote their growth as colonies. We found that only the bESCs in low oxygen were capable of preserving this colony morphology. In contrast, clumps of bESCs cultured feeder-free in high oxygen did not exhibit the high density (packed colony-like) observed in low oxygen conditions and instead displayed a shape more similar to monolayer-like growth (Fig. S2).

**Fig. 3.**
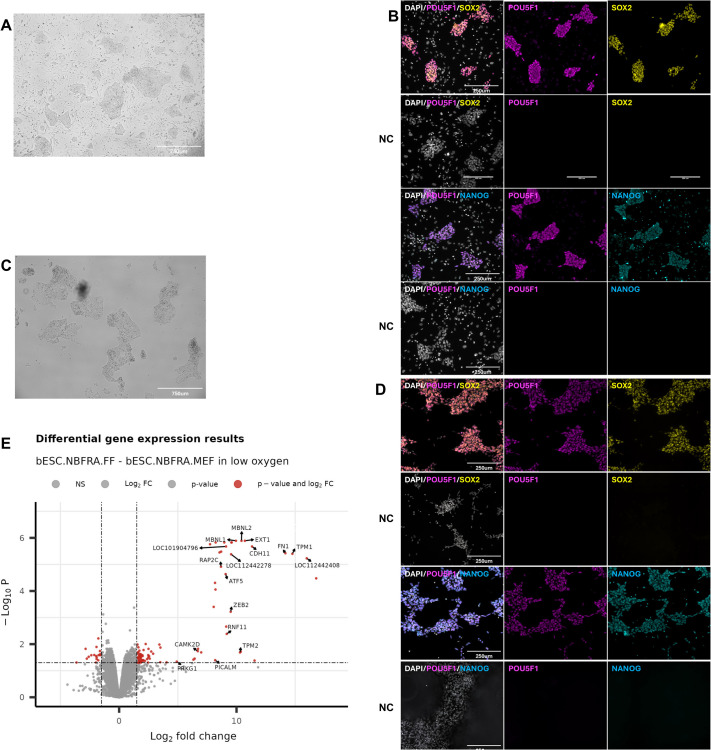
**Characterization of bESCs cultured on MEF or feeder-free conditions after transition to low oxygen tension.** (A) Representative image of bESCs in feeder (MEF) in low oxygen tension. Scale bar: 750 μm. (B) Representative immunofluorescence images of bESCs on MEF in low oxygen. NC, negative controls (primary antibody omitted). Scale bars: 250 μm. (C) Representative image of bESCs in feeder-free (vitronectin) in low oxygen tension. Scale bar: 750 μm. (D) Representative immunofluorescence images of bESCs in feeder-free in low oxygen. NC, negative controls (primary antibody omitted). Scale bars: 250 μm. (E) Volcano plot showing significantly downregulated and upregulated genes between bESCs feeder-free versus feeder conditions cultured in low oxygen. Common upregulated genes observed in DGE list after bESC transition into feeder-free conditions (cultured under high oxygen and low oxygen) were highlighted. In B and D, magenta indicates expression of POU5F1; yellow indicates expression of SOX2; cyan indicates expression of NANOG; gray indicates DNA. *N*=4 independent cell lines.

Bovine ESCs in low oxygen expressed the canonical pluripotent markers *OCT4*, *SOX2*, and *NANOG* at similar levels regardless of culture matrix (Fig. 3B,D). To further explore the effects of low oxygen on bESCs, we compared their transcriptome when in MEF or VTN. 

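RNA was sequenced from 4 bESC lines, named A, C, D and E, each cultured in 5% O2 on MEF (mouse embryonic fibroblasts, a feeder layer) and in feeder-free conditions on vitronectin, which gave 4 libraries per condition and 8 in all. The sample records place the MEF cultures at passage 15 to 17 and the feeder-free cultures at passage 20 to 22, so passage and culture matrix changed together. They name the medium with Activin A for both conditions, whereas the paper's methods describe Activin A as a supplement of feeder-free culture. The authors aligned the reads to the bovine genome, removed optical duplicates and alignments of low mapping quality, and deposited the counts per gene from featureCounts without normalization. Total counts on genes ranged from 44268717 to 54296425 on MEF, with a median of 46521806, and from 49671478 to 102351560 in feeder-free conditions, with a median of 51194223. The largest total, that of line D in feeder-free conditions, lay far above the others, and the difference in mean total between conditions was within what exchanging the libraries gives (two-sided exact permutation test, p = 0.171, n = 4 per condition). The paper states a sequencing depth of at least 50 M reads per sample, whereas the totals used here are counts on genes. Of 32640 genes listed, 3 (NEB, SYNE1 and DST) had no values and were left out. After removal of genes with low counts by edgeR's filterByExpr, 15744 genes were tested with edgeR's quasi-likelihood test after TMM normalization. Differentially expressed genes were those with a Benjamini-Hochberg adjusted P-value under 0.05 and a fold change of at least 1.5, the thresholds of the paper's methods. The paper also describes removing from the counts of bESCs on MEF the reads of a pure MEF sample that align to the bovine genome. The pure MEF sample was not analysed here, and no step of this kind was added here to the counts as deposited. With a mean of at least 10 CPM in the other condition as the criterion, 0 genes had a count of 0 in all 4 libraries on MEF and 0 in all 4 feeder-free libraries.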

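In bESCs on VTN compared with bESCs on MEF in low oxygen, 114 genes were upregulated and 158 downregulated among the 15744 tested. The smallest adjusted P-value was 0.0196, and 3400 genes had an unadjusted P-value under 0.05. With cell line as a paired term (replicate block), 869 genes were upregulated and 713 downregulated, and 270 of the 272 genes called without the pairing were among them. In the unpaired fit, at most 6 genes passed without any one library other than the feeder-free library of line A. The paired fit was not repeated with a library left out. Without the MEF library of line D or E, 0 genes passed, with 3190 and 3044 genes at an unadjusted P-value under 0.05. Without the feeder-free library of line C or E, 0 genes passed as well, with 3112 and 2701 genes at that level. Without the feeder-free library of line A, 490 genes passed. Among the genes that passed and changed the same way in all 4 lines, the 5 largest rises were in TAGLN, DOCK2, IFI35, TNFRSF12A and FOS. TAGLN, on chromosome 15 of ARS-UCD2.0 from 27889685 to 27894949, rose from 56.3 ± 24.1 CPM (SD, n = 4) on MEF to 1057 ± 866 CPM (SD, n = 4) in feeder-free conditions, a log2 fold change of 4.23 (standard error 0.82, adjusted p = 0.0414 from edgeR's quasi-likelihood test). Its log2 ratio was 1.19 in line A and 4.82 in line C. DOCK2, IFI35, TNFRSF12A and FOS had log2 fold changes of 3.88, 3.59, 3.48 and 3.45. DOCK2, IFI35 and TNFRSF12A overlap other annotated genes, and the strand used in counting is not known, so their counts are less certain. The 5 largest falls were in NFIX, H1-4, ESRRB, H2BC17 and SLC4A4. ESRRB, on chromosome 10 from 87626899 to 87810135, fell from 15.3 ± 7.78 CPM (SD, n = 4) to 2.24 ± 0.449 CPM (SD, n = 4), a log2 fold change of -2.77 (standard error 0.39, adjusted p = 0.0331 from the same edgeR test), and was lower in 4 of 4 lines. NFIX had feeder-free counts of 0 to 9 per library, and overlaps LYL1. SLC4A4 had a log2 fold change of -2.49, and the histone genes H1-4 and H2BC17, which belong to a family of near-identical copies, had log2 fold changes of -3.16 and -2.64.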

We identified a total of 95 upregulated and 18 downregulated genes for bESCs in VTN compared to those on MEF cultured in low oxygen. Of note, the number of differentially expressed genes in bESCs cultured in low oxygen was smaller compared with the number observed in the previous experiment. Additionally, no differences were observed in the pluripotent core or important pathways such as JAK/STAT3, TGFb/SMADs, FGF/ERK, and WNT/b-CATENIN (Fig. S3). 

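None of the 10 genes of the pluripotent core passed both thresholds over all genes tested, while 7 had an unadjusted P-value under 0.05. POU5F1, on chromosome 23 of ARS-UCD2.0 from 27982798 to 27987297, had 2048 ± 245 CPM (SD, n = 4) on MEF and 1850 ± 84.6 CPM (SD, n = 4) in feeder-free conditions, a log2 fold change of -0.15 (standard error 0.13, adjusted p = 0.577 from edgeR's quasi-likelihood test). SOX2, NANOG and LIN28B had log2 fold changes of -0.35, -0.30 and -0.35, lower in 4 of 4 lines each. Their adjusted p were 0.109, 0.182 and 0.114 from the same edgeR test. SOX2 overlaps another annotated gene. SALL4, on chromosome 13 from 79566132 to 79583655, fell from 456 ± 26.0 CPM (SD, n = 4) to 305 ± 26.3 CPM (SD, n = 4) in 4 of 4 lines, and its log2 fold change of -0.58 (standard error 0.11, adjusted p = 0.0426 from edgeR's test) was just short of the fold change threshold. KLF4 rose from 0.860 ± 0.131 CPM (SD, n = 4) to 2.17 ± 0.776 CPM (SD, n = 4), a log2 fold change of 1.33 (adjusted p = 0.0633 from edgeR's test), with the feeder-free library of line D far above the other three. Adjusted over the list alone, 3 pluripotency genes passed both thresholds, with KLF4 and MYC higher and OTX2 lower. The same 3 genes passed over all genes in the paired fit with the replicate block. The log2 fold change there was 1.29 for KLF4, 0.86 for MYC and -0.66 for OTX2, and the adjusted p of MYC was 0.0455 from edgeR's test. MYC was higher in 3 of 4 lines, with a log2 ratio of -0.16 in line D. DNMT3B and STAT3 rose in 2 of 4 lines each.

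**Figure D1:**
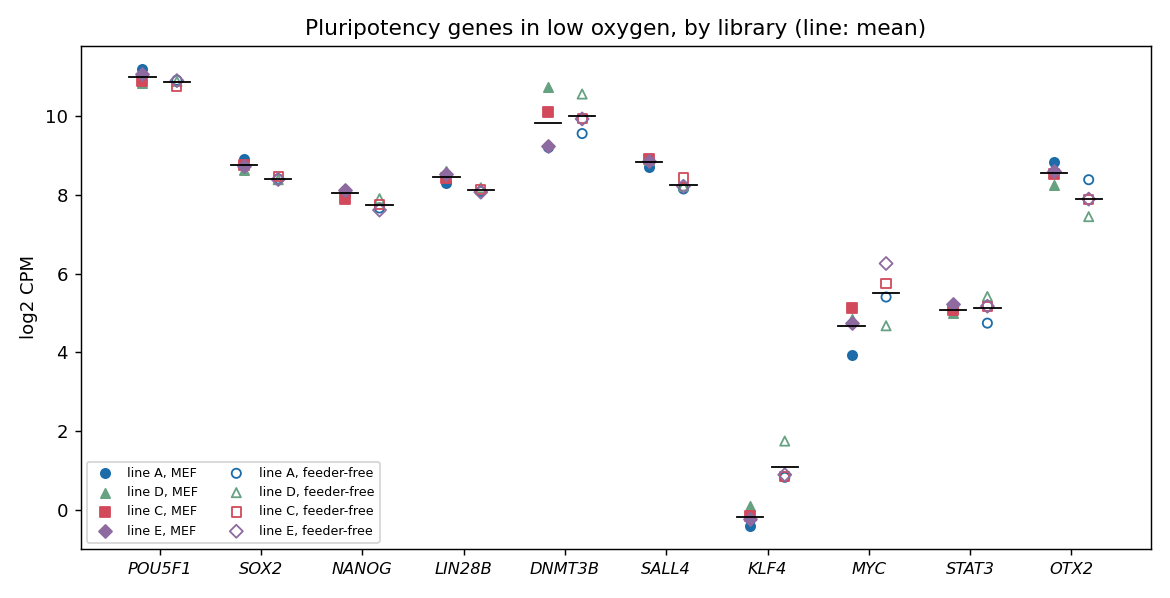
Log2 CPM of the 10 pluripotency genes in each library, with filled symbols for bESCs on MEF, open symbols for feeder-free bESCs, one symbol shape per line, and a bar at the mean of 4 libraries. SOX2, NANOG, LIN28B, SALL4 and OTX2 are lower in feeder-free conditions in 4 of 4 lines and KLF4 is higher in 4 of 4. DNMT3B differs more between lines than between conditions.

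Of 56 genes drawn for the 4 pathways in Figs 2B and 4B, 3 passed over all genes. KDR (FGF/ERK), on chromosome 6 from 70567551 to 70612407, rose from 2.87 ± 0.935 CPM (SD, n = 4) to 10.3 ± 4.09 CPM (SD, n = 4), a log2 fold change of 1.84 (standard error 0.35, adjusted p = 0.0403 from edgeR's test). WNT5B, which overlaps FBXL14, had a log2 fold change of 1.41 and was higher in 4 of 4 lines. GSK3B, on chromosome 1 from 64641316 to 64861897, fell from 148 ± 12.4 CPM (SD, n = 4) to 93.8 ± 5.58 CPM (SD, n = 4), a log2 fold change of -0.65 (standard error 0.11, adjusted p = 0.0331 from edgeR's test). Without any one library other than the feeder-free library of line A, 0 of these pathway genes passed, and without that library 7 did. In the paired fit with the replicate block 15 pathway genes passed, and adjusted over the list alone 13 did in the unpaired fit. No gene of the JAK/STAT3 list passed in the unpaired fit, where 1 had an unadjusted P-value under 0.05, while IL6R, higher in 4 of 4 lines, passed as higher in the paired fit with the replicate block, at a log2 fold change of 0.60.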

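In the deposited counts from low oxygen, 4 of the 28 genes that the paper lists as upregulated in feeder-free conditions under both oxygen tensions (TOX2, CD248, STRA6 and APOA1) passed both thresholds, and 14 had an unadjusted P-value under 0.05. Of the 28, 17 had a log2 fold change above 0 and 11 below 0, with a median of 0.10 and a range of -0.88 to 2.52. None of the 28 had a count of 0 in all 4 libraries on MEF, and the smallest count of any of them on MEF was 44. TOX2, on chromosome 13 of ARS-UCD2.0 from 72414378 to 72567754, rose from 1.48 ± 0.469 CPM (SD, n = 4) to 8.49 ± 3.67 CPM (SD, n = 4), a log2 fold change of 2.52 (standard error 0.40, adjusted p = 0.0331 from edgeR's quasi-likelihood test). STRA6, on chromosome 21 from 34478073 to 34507705, rose from 23.6 ± 8.03 CPM (SD, n = 4) to 98.3 ± 38.9 CPM (SD, n = 4), a log2 fold change of 2.06 (standard error 0.35, adjusted p = 0.0331 from edgeR's test). CD248 and APOA1 had log2 fold changes of 1.89 and 1.53, and the adjusted p of CD248 was 0.0495 from edgeR's test. APOA1 overlaps APOA4. TPM1, TPM2, SIDT2 and PRELP had log2 fold changes of 0.97, 1.77, 1.19 and 1.49, higher in 4 of 4 lines each, and passed in the paired fit with the replicate block, which called 8 of the 28 higher. The MEF library of line C for TPM1 and the feeder-free library of line A for PRELP lay apart from the others. PRKG1 and ZEB2 passed as lower in that paired fit, with log2 fold changes of -0.88 and -0.68. In the unpaired fit, 0 of the 28 passed without any one library other than the feeder-free library of line A. LOC112442408 had a log2 fold change of -0.64 (standard error 0.33, adjusted p = 0.299 from edgeR's test) and was lower in 3 of 4 lines. Adjusted over the list alone, 9 of the 28 passed, 8 higher and 1 lower, which is not independent evidence, since the list was chosen in part on these libraries.

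**Figure D2:**
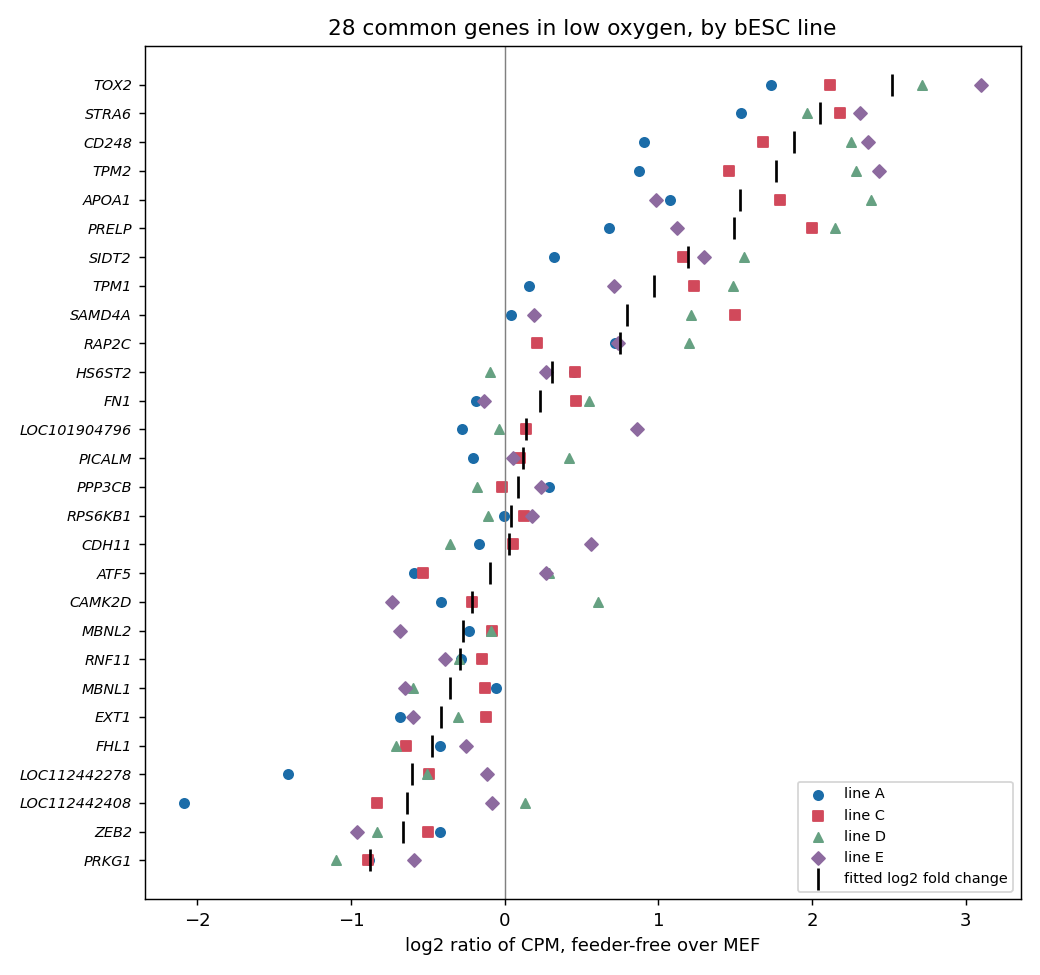
Log2 ratio of CPM, feeder-free over MEF, for the 28 genes in each of the 4 bESC lines (symbols), with the fitted log2 fold change as a black bar. The fitted values run from -0.88 for PRKG1 to 2.52 for TOX2, and 10 genes are higher in all 4 lines while 8 are lower in all 4.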

Interestingly, 28 genes (*FN1*, *TPM1*, *LOC112442408*, *PICALM, CDH11*, *TPM2*, *PPP3CB*, *EXT1*, *RNF11*, *FHL1*, *MBNL1*, *ZEB2*, *MBNL2*, *SAMD4A*, *HS6ST2*, *RAP2C*, *ATF5*, *LOC112442278*, *PRKG1*, *LOC101904796*, *RPS6KB1*, *CAMK2D*, *SIDT2*, *PRELP*, *TOX2*, *CD248*, *STRA6*, and *APOA1*) were similarly upregulated in feeder-free bESCs cultured in normoxia and low oxygen tension (Fig. 3E). 

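Gene lists drawn in the figures and Table S2 were tested as sets on the low oxygen libraries, together with a list of fibroblast genes; the GO terms behind GSEA were not used here. Of 13 sets tested with limma's camera at a preset correlation of 0.01, 7 passed an adjusted P-value under 0.05. The WNT/β-CATENIN genes were lower in feeder-free conditions, with a median log2 fold change of -0.37 over 11 genes (adjusted p = 0.00813 from limma's camera), and lower by median in 4 of 4 lines. The epigenetic genes had a median log2 fold change of -0.20 over 48 genes (adjusted p = 0.00295 from limma's camera), also lower in 4 of 4 lines. The JAK/STAT3, TGF-β/SMADs and FGF/ERK sets did not pass, with medians of -0.10, -0.19 and 0.12 and adjusted p of 0.572, 0.481 and 0.154 from limma's camera. The genes of glycolysis and HIF response and the hypoxia response genes also passed, both lower by median in 4 of 4 lines. The genes of oxidative phosphorylation passed as higher, by median in 4 of 4 lines. The fibroblast genes and the 28 common genes passed as higher, by median in 3 of 4 lines each. The set of common genes was chosen by the paper in part on these libraries for being higher, so its test is not independent evidence. Under limma's fry, which passed 4 sets, WNT/β-CATENIN, epigenetic and glycolysis and HIF response were among them. The pluripotency set also passed, as lower in feeder-free conditions (adjusted p = 0.0118 from limma's fry), by median in 4 of 4 lines. With the correlation estimated for each set, 0 of the 13 passed, and WNT/β-CATENIN alone had an unadjusted P-value under 0.05.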

Based on the limited number of DEGs genes, no enriched pathways were observed for GSEA analysis in low the O_2_ comparison.

### Low oxygen environment promotes transcriptional changes related to energy metabolism and mitochondrial potential of bESCs

To elucidate the mechanisms and pathways affected by culture in low oxygen, we evaluated the transcriptome of bESCs cultured in feeder-free conditions in low oxygen versus high oxygen. We identified a total of 196 upregulated and 29 downregulated genes for bESCs in low oxygen compared to bESCs in high oxygen (Fig. 4A). No differences were observed on the expression of the core pluripotency markers *POU5F1*, *SOX2*, *NANOG*, *LIN28B*, *DNMT3B*, *SALL4*, *KLF4*, *MYC*, *STAT3*, and *OTX2* (Fig. S4A). Likewise, we did not observe differences on JAK/STAT3 and FGF/ERK pathways. On the other hand, *NODAL* and *WNT5B*, important players of TGF-β/SMADs and WNT/β-Catenin pathways, were upregulated in low oxygen bESC (Fig. 4B). Additionally, many upregulated genes in low oxygen cultured cells were associated with oxidative phosphorylation and glycolysis (Fig. 4B). Corroborating that, over-representation analysis (ORA) of upregulated genes from bESCs in low oxygen showed biological processes related to metabolism, translation and response to hypoxia, while those in high oxygen had biological processes related to cell differentiation, cell migration and cellular response to multiple substances. Full ORA results for enriched biological processes are shown in Table S2. The top two enriched pathways of cells cultured in low oxygen tension were ribosome and oxidative phosphorylation (Fig. S4B,C). We also evaluated the effect of low oxygen on the protein expression of the pluripotency marker POU5F1. We did not observe differences in the normalized levels of POU5F1 on bESCs adapted in low oxygen compared with high oxygen (Fig. 4C,D). Given the importance of mitochondrial energy production for stem cell function, we next assessed whether these transcriptional changes could be confirmed by changes in mitochondrial membrane potential using TMRM staining followed by flow cytometry. Cells cultured in low oxygen exhibited increased levels of TMRM compared to those in high oxygen conditions, indicating a rise in mitochondrial membrane potential (Fig. 4E).

**Fig. 4.**
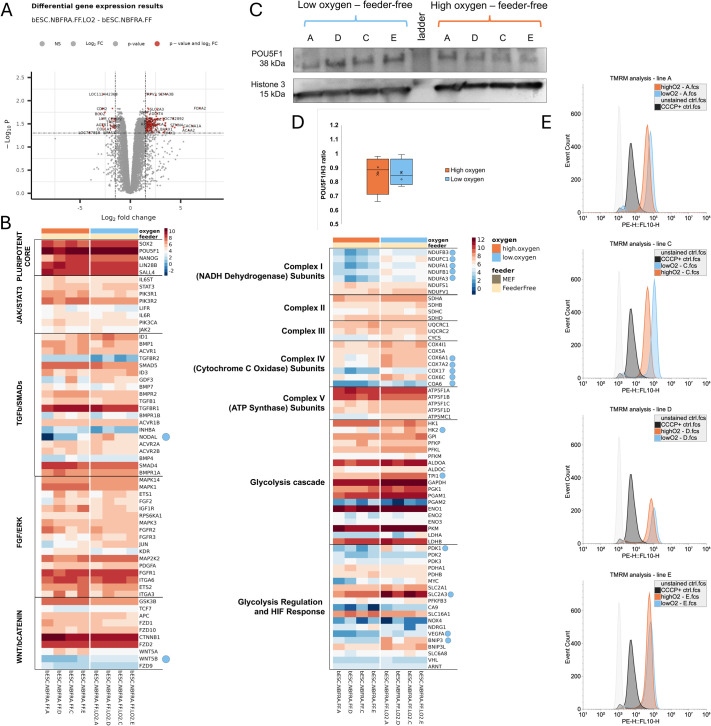
**Comparison between bESCs in low versus high oxygen tension in feeder-free conditions.** (A) Volcano plot showing significantly downregulated and upregulated genes between bESCs in low versus high oxygen in feeder-free conditions. (B) Heatmap of genes associated with pluripotent core, JAK/STAT3, TGF-β/SMADs, FGF/ERK, and WNT/β-Catenin pathways and epigenetic markers for bESCs in low versus high oxygen in feeder-free conditions. Blue circles show upregulated genes in bESC cultured in feeder-free (FF) under low oxygen tension. (C) Western blot analysis of POU5F1 and Histone 3 proteins in bESCs cultured in low or high oxygen tension. (D) Plot showing quantification based on western blot of POU5F1 relative to Histone 3 in bESC lines cultured in low or high oxygen tension. *N*=4 independent cell lines. (E) Histogram representing bESCs in low versus high oxygen in feeder-free conditions after TMRM stain to evaluate mitochondrial membrane potential. *N*=two independent technical replicates using four cell lines per treatment. Note the clear shift in mitochondrial membrane potential in three out of four cell lines, with individual variation.

## DISCUSSION

Since the first report of stable maintenance of bovine ESC in 2018 (Bogliotti et al., 2018), research groups have slightly differed in their approaches to establish ESC lines from bovine embryos (Kinoshita et al., 2021; Soto et al., 2021; Zhao et al., 2021; Li et al., 2023; Shirasawa et al., 2024; Guiltinan et al., 2025). Most of them used FGF2 and WNT inhibitors (IWR-1 or XAV939) without or with Activin A (depending on the use of feeders or feeder-free conditions, respectively), with N2B27 or mTeSR serving as a base medium. Moreover, bESCs in those reports were all characterized as being in a primed state of pluripotency. So far, there have been no reports describing truly naïve bESCs, which indicates that there is still a gap of knowledge about PSCs in livestock species to recapitulate that state. To fill that gap, we investigated the effects of the transition of bESCs from culture on MEF into feeder-free conditions and the influence of low oxygen environment on the behavior and transcriptome of bESCs. Our findings show that bESCs can be adapted from MEF into feeder-free conditions in normoxia maintaining the expression of the pluripotent core, as previously reported (Soto et al., 2021; Guiltinan et al., 2025). The transcriptomic changes observed after this transition highlight the importance of growth factors and extracellular matrix provided by MEF. In addition to transcriptomic changes, we observed that oxygen tension significantly influenced the morphological behavior of bESCs following feeder withdrawal. Specifically, bESCs cultured in low oxygen tension maintained a colony or clump-like morphology, closely resembling the compact colonies observed on MEF feeder layers, with well-defined borders. This suggests that hypoxic conditions may partially compensate for the absence of feeder cells by supporting cell–cell adhesion and colony integrity. The same behavior, or clump-like morphology was observed in bESC cultured in AFX medium using fibronectin and laminin as coating strategy under low oxygen conditions (Kinoshita et al., 2021).

Previous studies have demonstrated that a low oxygen environment promotes preimplantation embryo development in cows and humans (Herbemont et al., 2021; Konstantogianni et al., 2024; Boskovic et al., 2025) and the maintenance of mouse pluripotent stem cells by reducing spontaneous differentiation (Ezashi et al., 2005). Bovine ESCs have recently been established and maintained in hypoxic conditions (Kinoshita et al., 2021; Shirasawa et al., 2024; Yang et al., 2025; Zhi et al., 2024). Interestingly, the association of low oxygen environment with a different combination of small molecules, cytokines and growth factors in the medium was described as a model to establish formative bESCs (Yang et al., 2025; Zhi et al., 2024). Low oxygen was linked to shaping the epigenetic landscape during the early stages of bovine embryo development by changing DNA methylation and histone modification profiles (Gaspar et al., 2015; Bomfim et al., 2017; Cruz et al., 2023 preprint). In the current experiments, we observed that culture in low oxygen tension attenuated the changes in the transcriptomic profile when bESCs were transitioned from MEF into VTN. Furthermore, we did not observe differences in gene expression of epigenetic markers comparing bESCs in low oxygen versus high oxygen; however, epigenetic landscape changes have not been directly investigated, which warrants future studies.

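FN1, on chromosome 2 of ARS-UCD2.0 from 103361560 to 103430752, had 177 ± 15.0 CPM (SD, n = 4) on MEF and 208 ± 70.5 CPM (SD, n = 4) in feeder-free conditions in low oxygen. Its log2 fold change was 0.23 (standard error 0.22, adjusted p = 0.602 from edgeR's quasi-likelihood test), so the difference between conditions was within the spread between lines. FN1 was higher in feeder-free conditions in 2 of 4 lines, with log2 ratios of 0.46 in line C and 0.55 in line D, and lower in lines A and E, at -0.18 and -0.14. The high oxygen libraries were not analysed here. The paper's methods also describe removing reads of a pure MEF sample from the counts on MEF. No such step was added here, and whether the deposited counts include it in some form is not known. The value given here and the paper's may therefore rest on unlike counts. From upregulation of FN1 on vitronectin-coated plates, the paper reasons that bESCs can produce an endogenous source of extracellular matrix.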

Interestingly, fibronectin (*FN1*) was upregulated in feeder-free conditions in high and low oxygen (these experiments used vitronectin-coated plates), indicating that bESCs can produce an endogenous source of ECM to support their maintenance. The use of fibronectin was reported for the replacement of MEF in bESCs culture (Kinoshita et al., 2021; Zhao et al., 2021), where bESCs had colony shape in feeder-free conditions. Moreover, EDSCs (embryonic disc stem cells) described by Kinoshita et al. (2021) were cultured in medium containing 12.5 ng/ml of FGF2 and EPSC (expanded potential stem cells) described by Zhao et al. (2021) were cultured without FGF2 (but having LIF and Activin A). Our culture medium includes 20 ng/ml FGF2; we hypothesize that those differences in FGF2 concentrations may have an influence on the ability of bESCs to grow as colonies and not as monolayer-like growth. Additionally, our results may bring extra information regarding the optimal/preferred ECM by bESCs in feeder-free culture.

Mammalian cells produce ATP by adjusting the balance between glycolysis and oxidative phosphorylation (OXPHOS). PSCs have high metabolic demands to support their rapid division (Dahan et al., 2019). Although glycolysis yields significantly less ATP per glucose molecule compared to OXPHOS, the elevated glycolysis activity observed in primed PSCs offers some key advantages. Glycolysis can provide the necessary resources for the biosynthesis of nucleotides, lipids, and reducing equivalents, all of which are crucial for rapid cell replication. Also, reducing reactive oxygen species (ROS) generated by OXPHOS, it minimizes damage to both genomic and mitochondrial DNA, as well as reducing protein and lipid oxidation (Zhang et al., 2018; Dahan et al., 2019; Wang et al., 2023). In our low oxygen conditions, we observed an upregulation of many transcripts (*BNIP3*, *PDK1*, *SLC2A3*, *HK2*, *NDUFB3*, *COX17*, *NDUFC1*, *TPI1*, *NDUFA1*, *COA6*, *COX7A2*, *NDUFB1*, *NDUFA3*, *COX6A1*, and *COX6C*) involved in key steps of glycolysis, oxidative phosphorylation, and mitochondrial function. Our findings agree with the influence of hypoxic and ultrahypoxic (2% O_2_) conditions during *in vitro* culture of bovine preimplantation embryos, where genes involved in glycolysis and lipid metabolism were upregulated compared with normoxia (20% O_2_; Boskovic et al., 2025). Moreover, these results may suggest that bESC in low oxygen environments increase their energy production using both mechanisms/pathways to support proliferation and maintenance. Importantly, the increased mitochondrial membrane potential observed by TMRM analysis corroborates the transcriptomic findings. Lastly, we did not observe changes on the protein levels of POU5F1 in bESC feeder-free cultured in low compared to high oxygen tension, as previously reported on mESC in low oxygen conditions (Ezashi et al., 2005).

In conclusion, we have found that the transition from normoxia to low oxygen tension affects the energy metabolism of bESCs, but not the pluripotency core. Our findings bring valuable information about the profile of bESCs on MEF and feeder-free conditions in normoxia and low oxygen tension and will be useful to optimize culture conditions and better define metabolic preferences of bESCs. Moreover, this work provides novel opportunities and information for comparative analyses that will contribute to the establishment of bESCs with alternative features for targeted applications.

## MATERIALS AND METHODS

All experiments were performed in accordance with relevant guidelines and regulations.

### Culture of bESCs

All cell lines were derived from whole *in vitro*-produced bovine embryos under normoxia and on MEF (irradiated CF1 Mouse Embryonic Fibroblasts, Gibco #A34181) in NBFR medium as previously described (Guiltinan et al., 2025). NBFR medium consisted of 1:1 DMEM/F12 medium and neurobasal medium, 0.5% (v/v) N-2 supplement, 1% (v/v) B-27 supplement, 2 mM MEM non-essential amino acid solution, 1% (v/v) GlutaMAX supplement, 0.1 mM 2-mercaptoethanol, 1% (v/v) penicillin-streptomycin supplemented with 20 ng/ml human FGF2 and 2.5 μM IWR-1 at 37°C and 5% CO_2_ and normoxia (Soto et al., 2021). For feeder-free culture, medium was supplemented with 20 ng/ml Activin A. The bESCs were harvested using Tryple express or ReleSR dissociation reagent and passaged every 3-5 days at a ratio of 1:4. All cell lines used in the present experiments undergo routine testing and are free of *Mycoplasma* sp. and other sources of contamination.

### Adaptation of NBFR-bESCs to low oxygen and feeder-free conditions

NBFR-bESCs passage 5 or 6 (four independent cell lines, each considered one biological replicate) were passaged into fresh MEF at a 1:5-1:10 split ratio in normoxia. After 24 h of culture, one plate was transferred to a low oxygen tension incubator (37°C, 5% CO_2_, 5% O_2_), while the other was maintained at normoxia. Cells were passaged every 4-5 days at a 1:4-1:8 split ratio in the presence of 10 μM Rho Kinase inhibitor Y27632 (ROCKi) onto fresh MEF. Cells were considered as being adapted to low oxygen after five passages. Then, cells were transitioned to feeder-free culture on vitronectin (VTNN or VTNXF) at either low or high oxygen at a 1:4 split ratio in the presence of 10 μM ROCKi. Cells were considered adapted to feeder-free culture after 3-4 passages on VTN and were passaged every 4-5 days at a 1:4-1:8 split ratio. Once adapted, the same four cell lines were used for technical repetitions.

### Protein immunolocalization

All four bESC lines in normoxia or low oxygen (MEF and feeder-free) were grown to 60-80% confluence and fixed using fresh 4% paraformaldehyde for 10 min at room temperature. After fixation, cells were permeabilized with 0.5% Triton-X100, then rinsed with DPBS and 0.05% Tween 20 (wash solution) three times for 5 min each and blocked for 1 h with 5% BSA in DPBS and incubated with primary antibody overnight at 4°C in 5% BSA and 0.3% Triton-X100 in DPBS solution. The next day, cells were rinsed three times for 10 min each with wash solution, then secondary antibodies were incubated for 1 h at room temperature. Then, cells were rinsed three times for 10 min each; on the second wash, 10 µg/ml of Hoescht 33342 was included for 10 min. All antibodies and dilutions used are included in Table S3. Negative controls were obtained by omitting the primary antibody incubation (secondary-only control). Images were captured using a confocal microscope (ImageXpress® Micro Confocal, Molecular Devices, San Jose, CA, USA).

### RNA extraction and transcriptome sequencing

RNA extraction was performed using a RNeasy Mini Kit (Qiagen) using DNase treatment (Qiagen). RNA was analyzed using a 2100 Bioanalyzer (Agilent Technologies). Libraries with unique adaptor barcodes were multiplexed and sequenced on a NovaSeq 6000 (paired-end, 150 base pair reads). Sequencing depth was at least 50 million reads per sample.

### RNA sequencing analysis

The quality of datasets was assessed using the FastQC tool. Raw reads were adapter and quality trimmed using Trimmomatic. Reads were aligned to the cow genome (NCBI, ARS-UCD2.0) with STAR. Optical duplicate reads were filtered using Picard (http://broadinstitute.github.io/picard/). Samtools was used to filter out alignments with MAPQ <30. Count matrices were generated using the featureCounts tool. A pure MEF sample was sequenced and any reads with alignment to the bovine genome were removed from sample count matrices to normalize raw counts for bESCs cultured on MEF (Guiltinan et al., 2025). Information regarding sequencing batch can be found in Table S4. Raw counts were converted into counts per million using EdgeR, low counts genes were removed and the TMM (i.e. trimmed mean of M-values) function was applied to standardize data. Because samples separated primarily by the environment of culture (regular oxygen versus low oxygen) rather than batch-of-origin, no additional batch correction was applied. EdgeR was used to analyze the differentially expressed genes (DEGs). *P*-values were adjusted for the false discovery rate. Genes considered to be DEGs had threshold values of adjusted *P*-value <0.05 and fold change ≥1.5. Heatmap plots were made using filtered, normalized, counts per million reads data that were log2 transformed (i.e. Log2 CPM). GO analysis of enriched biological processes based on DEGs was performed using clusterProfile and GAGE package in R.

### Western blot

Cells were grown to 60-80% confluence and collected, washed in PBS, transferred to a 1.5 ml tube, and flash-frozen in liquid nitrogen. Proteins were extracted by adding 500 μl of RIPA buffer containing 1x protease inhibitor and 10 mM DTT directly to the tube followed by vigorous pipetting. The protein extracts were kept on ice for 2 h to allow the proteins to solubilize. Next, Micro BCA Protein assay kit was used to determine protein concentration of samples following manufacture instructions. Them, 1 ug of total protein was used for electrophoresis, 4X Laemmli buffer (Bio-Rad, cat. #1610747) were mixed with the samples and boiled at 95-100°C to denature the proteins. Proteins were loaded in a 10% precast gel and run at a constant 100 V for 60 min. After electrophoresis, proteins were transferred to a PVDF membrane in the mini-trans blot cell system. The membranes were blocked for 1 h at room temperature (RT) using a 3% BSA solution in Tris-buffered saline with 0.1% Tween-20 detergent (TBS-T). The POU5F1 antibody or Histone 3 antibody was added directly to the blocking solution, and the membranes were incubated overnight at 4°C under agitation. The next day, the membranes were washed five times for 3 min in TBST solution and incubated for 1 h at RT with peroxidase AffiniPure donkey anti-goat secondary antibody or peroxidase donkey anti-rabbit secondary antibody. Membranes were washed five times for 3 min and proteins were detected through incubation with SuperSignal West Pico PLUS chemiluminescent substrate. All antibodies and dilutions used are included in Table S3. Images were taken in ChemiDoc MP imaging system (Bio-Rad), and the band intensity was quantified using the Image Lab 5.1 software.

### Evaluation of mitochondrial membrane potential by flow cytometry

Cells were grown to 60-80% confluence and collected, rinsed with PBS −/− and then incubated with 20 nM of MitoProbe™ TMRM (a mitochondrial staining dye that is dependent on membrane potential) (Thermo Fisher Scientific) solution in culture medium for 30 min at 37°C. Carbonyl cyanide 3-chlorophenylhydrazone (CCCP) was used as a positive control for the induction of mitochondrial membrane depolarization. Unstained bESCs were used as a negative control. Cells were filtered using strainer 0.30 µm and then analyzed using flow cytometer (Cytoflex, Beckman Coulter Life Sciences), and the data for the cell counts were plotted as PE-Texas Red fluorescence intensity.

## Supplementary Material

10.1242/biolopen.062352_sup1 Supplementary information

# Supplementary material for: Low oxygen environment alters transcripts related to energy metabolism without altering the pluripotency core of bovine embryonic stem cells
**Source:** Biol Open. 2026 May 11;15(5):bio062352. doi: 10.1242/bio.062352
**Supplement:** Supplementary information

## Differential gene expression results

bESC.NBFRA.FF - bESC.NBFR.MEF in high oxygen conditions

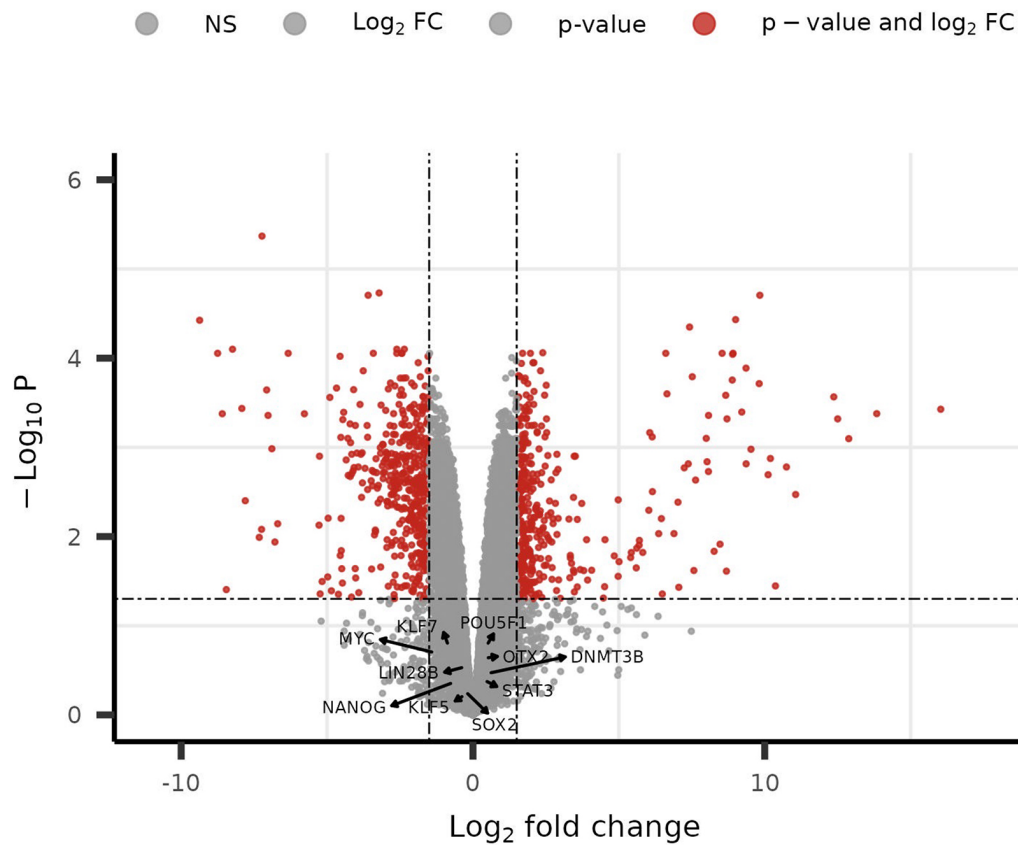

**Fig. S1.** Volcano plot showing genes associated with the core of pluripotency not included in the significantly downregulated and upregulated genes between bESCs in feeder-free vs on MEF culture conditions in high oxygen.

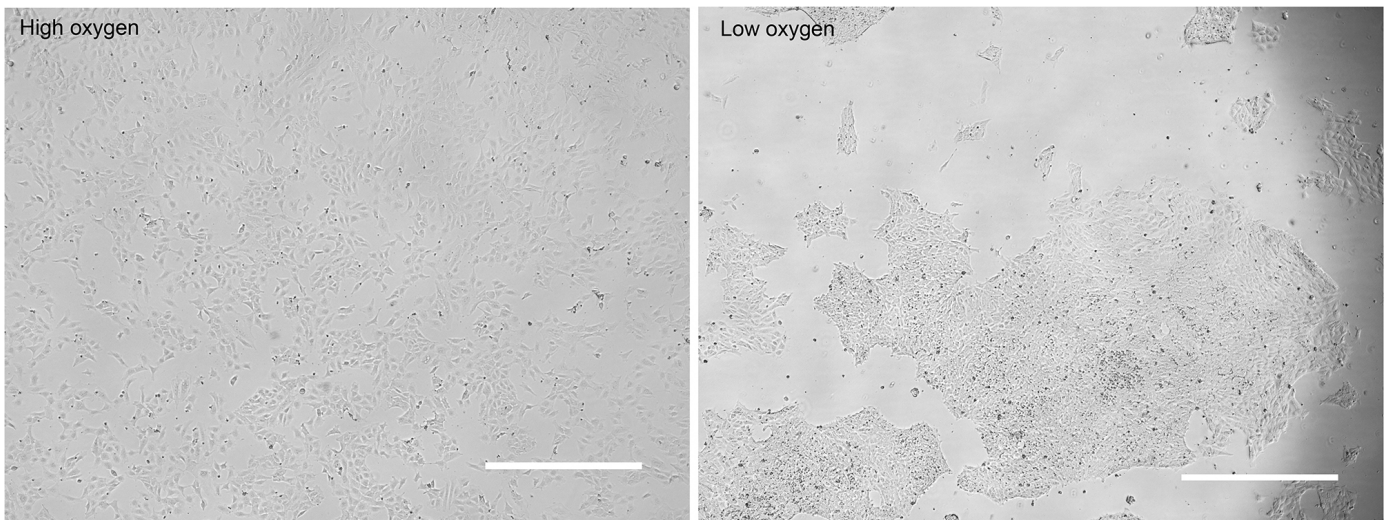

**Fig. S2.** Representative image of bESCs in feeder-free conditions cultured in high or low oxygen, showing highly-packed colonies on low oxygen but not in high oxygen conditions. Scale bars: 750  $\mu$ m.

**Fig. S3.** Heatmap of genes associated with pluripotent core, JAK/STAT3, TGF- $\beta$ /SMADs, FGF/ERK, and WNT/ $\beta$ -Catenin pathways and epigenetic markers for bESCs in low oxygen cultured in MEF or feeder-free conditions.

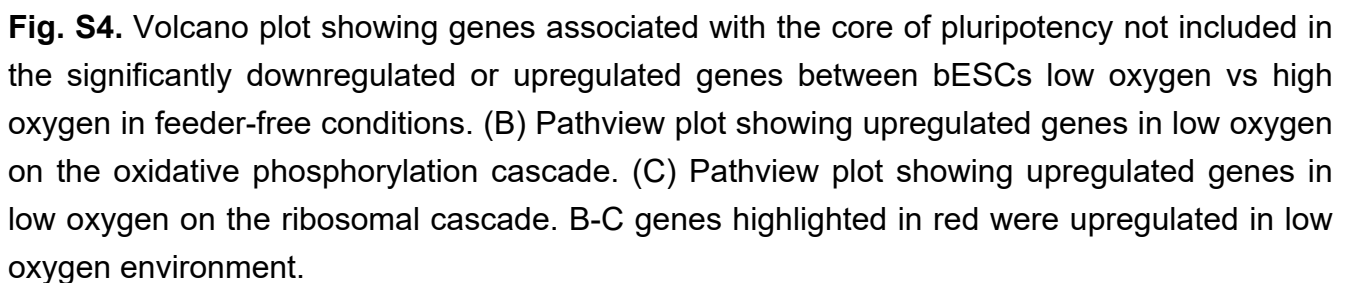

**Table S1.** Gene Set Enrichment Analysis. Enriched pathways based on differential gene expression of bovine ESC in high oxygen cultured in feeder-free compared with culture in feeder (MEF) conditions.

Enriched pathways downregulated in FeederFree vs MEFs

| ID         | Description                      | setSize | enrichmentScore | NES    | pvalue | p.adjust | qvalue | rank | leading_edge                   | core_enrichment                           |
|------------|----------------------------------|---------|-----------------|--------|--------|----------|--------|------|--------------------------------|-------------------------------------------|
| GO:0010646 | regulation of cell communication | 9       | -0.726          | -2.026 | 0.001  | 0.047    | 0.041  | 51   | tags=67%, list=13%, signal=59% | 408005/777788/508794/618405/522006/282261 |
| GO:0023051 | regulation of signaling          | 9       | -0.726          | -2.026 | 0.001  | 0.047    | 0.041  | 51   | tags=67%, list=13%, signal=59% | 408005/777788/508794/618405/522006/282261 |

Enriched pathways upregulated in FeederFree vs MEFs

| ID         | Description                                              | setSize | enrichmentScore | NES   | pvalue | p.adjust | qvalue | rank | leading_edge                   | core_enrichment                                                                     |
|------------|----------------------------------------------------------|---------|-----------------|-------|--------|----------|--------|------|--------------------------------|-------------------------------------------------------------------------------------|
| GO:0060485 | mesenchyme development                                   | 5       | 0.940           | 1.922 | 0.000  | 0.001    | 0.001  | 12   | tags=80%, list=3%, signal=79%  | 282187/515610/521378/538602                                                         |
| GO:0061448 | connective tissue development                            | 5       | 0.895           | 1.831 | 0.000  | 0.007    | 0.004  | 12   | tags=60%, list=3%, signal=59%  | 282187/515610/538602                                                                |
| GO:0048705 | skeletal system morphogenesis                            | 5       | 0.895           | 1.830 | 0.000  | 0.007    | 0.004  | 12   | tags=60%, list=3%, signal=59%  | 282187/521378/538602                                                                |
| GO:0060349 | bone morphogenesis                                       | 5       | 0.895           | 1.830 | 0.000  | 0.007    | 0.004  | 12   | tags=60%, list=3%, signal=59%  | 282187/521378/538602                                                                |
| GO:0065008 | regulation of biological quality                         | 15      | 0.736           | 1.958 | 0.000  | 0.009    | 0.005  | 36   | tags=47%, list=9%, signal=44%  | 280794/515610/538602/282478/281793/286810/282004                                    |
| GO:0048646 | anatomical structure formation involved in morphogenesis | 16      | 0.712           | 1.911 | 0.000  | 0.009    | 0.006  | 25   | tags=38%, list=6%, signal=37%  | 282187/280794/515610/521378/538602/281793                                           |
| GO:0032502 | developmental process                                    | 35      | 0.602           | 1.841 | 0.000  | 0.009    | 0.006  | 55   | tags=34%, list=13%, signal=32% | 282187/280794/515610/521378/538602/281793/515181/286810/282004/338319/327708/281572 |
| GO:0003008 | system process                                           | 9       | 0.801           | 1.911 | 0.000  | 0.010    | 0.006  | 53   | tags=67%, list=13%, signal=59% | 282187/515610/538602/281793/282004/532713                                           |
| GO:0042221 | response to chemical                                     | 22      | 0.631           | 1.803 | 0.002  | 0.031    | 0.018  | 56   | tags=41%, list=14%, signal=37% | 282187/521378/538602/281793/286810/404181/327708/281572/504742                      |
| GO:0097435 | supramolecular fiber organization                        | 10      | 0.734           | 1.804 | 0.002  | 0.032    | 0.019  | 12   | tags=30%, list=3%, signal=30%  | 282187/515610/538602                                                                |

**Table S2.** Over-Representation Analysis (ORA). Enriched pathways based on differential gene expression of bovine ESC in feeder-free culture under low or high oxygen conditions.

- **Enriched pathways downregulated in low oxygen vs high oxygen**

| ID         | Description                                     | GeneRatio | BgRatio  | pvalue      | p.adjust   | qvalue      | geneID                         | Count |
|------------|-------------------------------------------------|-----------|----------|-------------|------------|-------------|--------------------------------|-------|
| GO:0071417 | cellular response to organonitrogen compound    | 5/9       | 121/4435 | 1.61E-06    | 0.00066288 | 0.0004544   | AGTR1/COL1A1/CHRM3/ATP2B4/VIM  | 5     |
| GO:1901699 | cellular response to nitrogen compound          | 5/9       | 134/4435 | 2.67E-06    | 0.00066288 | 0.0004544   | AGTR1/COL1A1/CHRM3/ATP2B4/VIM  | 5     |
| GO:0010243 | response to organonitrogen compound             | 5/9       | 180/4435 | 1.15E-05    | 0.00190193 | 0.00130374  | AGTR1/COL1A1/CHRM3/ATP2B4/VIM  | 5     |
| GO:1901701 | cellular response to oxygen-containing compound | 5/9       | 231/4435 | 3.90E-05    | 0.00386533 | 0.00264962  | AGTR1/COL1A1/CHRM3/ATP2B4/VIM  | 5     |
| GO:0071495 | cellular response to endogenous stimulus        | 5/9       | 254/4435 | 6.18E-05    | 0.00510506 | 0.00349944  | AGTR1/COL1A1/CHRM3/ATP2B4/VIM  | 5     |
| GO:0048762 | mesenchymal cell differentiation                | 3/9       | 49/4435  | 0.00010164  | 0.0072022  | 0.00493699  | CDH2/COL1A1/HAS2               | 3     |
| GO:1905144 | response to acetylcholine                       | 2/9       | 10/4435  | 0.00016338  | 0.00749329 | 0.00513653  | CHRM3/ATP2B4                   | 2     |
| GO:1901700 | response to oxygen-containing compound          | 5/9       | 312/4435 | 0.00016618  | 0.00749329 | 0.00513653  | AGTR1/COL1A1/CHRM3/ATP2B4/VIM  | 5     |
| GO:0032964 | collagen biosynthetic process                   | 2/9       | 11/4435  | 0.00019948  | 0.00824497 | 0.00565179  | COL1A1/VIM                     | 2     |
| GO:0003008 | system process                                  | 5/9       | 335/4435 | 0.00023337  | 0.00890405 | 0.00610358  | AGTR1/COL1A1/CHRM3/ATP2B4/HAS2 | 5     |
| GO:0071310 | cellular response to organic substance          | 5/9       | 364/4435 | 0.00034618  | 0.01226468 | 0.00840724  | AGTR1/COL1A1/CHRM3/ATP2B4/VIM  | 5     |
| GO:0001101 | response to acid chemical                       | 2/9       | 22/4435  | 0.00082814  | 0.02738381 | 0.01877116  | COL1A1/ATP2B4                  | 2     |
| GO:0032963 | collagen metabolic process                      | 2/9       | 23/4435  | 0.00090605  | 0.02808768 | 0.01925365  | COL1A1/VIM                     | 2     |
| GO:0044057 | regulation of system process                    | 3/9       | 106/4435 | 0.00100397  | 0.02929214 | 0.02007929  | AGTR1/CHRM3/ATP2B4             | 3     |
| GO:0016477 | cell migration                                  | 4/9       | 265/4435 | 0.001236185 | 0.03339551 | 0.022892083 | AGTR1/COL1A1/IGFBP6/ATP2B4     | 4     |

- **Enriched pathways upregulated in low oxygen vs high oxygen**

| ID         | Description                                        | GeneRatio | BgRatio  | pvalue     | p.adjust   | qvalue     | geneID                                                                                                                                                                                | Count |
|------------|----------------------------------------------------|-----------|----------|------------|------------|------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------|
| GO:0006412 | translation                                        | 25/75     | 247/4435 | 5.87E-14   | 3.91E-11   | 3.81E-11   | GRB7/RPS28/RPS29/RPL35/RPL24/RPS17/RPS12/RPL38/RPL27/RPS15A/RPLP2/RPL26/RPS19/RPS7/RPS18/RPS11/RPL14/RPL37A/RPLP1/RPL13A/RPS6/RPS21/SHFL/RPS24/RPL36A                                 | 25    |
| GO:0043043 | peptide biosynthetic process                       | 25/75     | 254/4435 | 1.13E-13   | 3.91E-11   | 3.81E-11   | GRB7/RPS28/RPS29/RPL35/RPL24/RPS17/RPS12/RPL38/RPL27/RPS15A/RPLP2/RPL26/RPS19/RPS7/RPS18/RPS11/RPL14/RPL37A/RPLP1/RPL13A/RPS6/RPS21/SHFL/RPS24/RPL36A                                 | 25    |
| GO:0043604 | amide biosynthetic process                         | 26/75     | 279/4435 | 1.17E-13   | 3.91E-11   | 3.81E-11   | GRB7/RPS28/RPS29/SNCA/RPL35/RPL24/RPS17/RPS12/RPL38/RPL27/RPS15A/RPLP2/RPL26/RPS19/RPS7/RPS18/RPS11/RPL14/RPL37A/RPLP1/RPL13A/RPS6/RPS21/SHFL/RPS24/RPL36A                            | 26    |
| GO:1901566 | organonitrogen compound biosynthetic process       | 30/75     | 476/4435 | 2.71E-11   | 4.53E-09   | 4.41E-09   | GRB7/AK4/SLC44A4/ATP5ME/RPS28/RPS29/SNCA/RPL35/RPL24/RPS17/RPS12/RPL38/RPL27/RPS15A/RPLP2/RPL26/RPS19/RPS7/RPS18/RPS11/RPL14/RPL37A/ATP5IF1/RPLP1/RPL13A/RPS6/RPS21/SHFL/RPS24/RPL36A | 30    |
| GO:0042274 | ribosomal small subunit biogenesis                 | 9/75      | 38/4435  | 7.62E-09   | 1.09E-06   | 1.06E-06   | RPS28/RPS17/RPS12/RPL38/RPS15A/RPS19/RPS11/RPS6/RPS24/ACAA2/BNIP3/FAM162A/NDUFB3/SNCA/TOMM7/NDUFC1/NDUFA1/NDUFB1/NDUFA3/NDUFB4/MGARP                                                  | 12    |
| GO:0007005 | mitochondrion organization                         | 12/75     | 184/4435 | 4.79E-05   | 0.00415006 | 0.00404215 | NDUFB3/NDUFC1/NDUFA1/NDUFB1/NDUFA3/NDUFB4                                                                                                                                             | 6     |
| GO:0010257 | NADH dehydrogenase complex assembly                | 6/75      | 41/4435  | 5.37E-05   | 0.00415006 | 0.00404215 | NDUFB3/NDUFC1/NDUFA1/NDUFB1/NDUFA3/NDUFB4                                                                                                                                             | 6     |
| GO:0032981 | mitochondrial respiratory chain complex I assembly | 6/75      | 41/4435  | 5.37E-05   | 0.00415006 | 0.00404215 | NDUFB3/NDUFC1/NDUFA1/NDUFB1/NDUFA3/NDUFB4                                                                                                                                             | 6     |
| GO:0001666 | response to hypoxia                                | 6/75      | 47/4435  | 0.00011842 | 0.00849214 | 0.00827133 | AK4/DDIT4/FAM162A/VEGFA/EGFR/MGARP                                                                                                                                                    | 6     |
| GO:0071456 | cellular response to hypoxia                       | 4/75      | 22/4435  | 0.00043816 | 0.02443966 | 0.0238042  | AK4/FAM162A/VEGFA/MGARP                                                                                                                                                               | 4     |

**Table S3.** Antibodies used for immunolocalization and western blotting analysis. Primary antibodies were reconstituted to the concentration specified by manufacturer instructions.

| Primary Antibodies    | Brand     | Catalog number | Method | Concentration |
|-----------------------|-----------|----------------|--------|---------------|
| Goat anti-POU5F1      | Novus/R&D | AF1759         | IF     | 1:100         |
| Rabbit anti-SOX2      | Biogenex  | EP103          | IF     | 1:300         |
| Rabbit anti-NANOG     | Peptotech | 500-P236       | IF     | 1:250         |
| Goat anti-POU5F1      | Novus/R&D | AF1759         | WB     | 1:400         |
| Rabbit anti-Histone 3 | Abcam     | Ab1791         | WB     | 1:5,000       |

| Secondary Antibodies                                      | Brand                  | Catalog number | Method | Concentration |
|-----------------------------------------------------------|------------------------|----------------|--------|---------------|
| Donkey anti-goat Alexa Fluor 488                          | Invitrogen             | A11055         | IF     | 1:500         |
| Donkey anti-rabbit Alexa Fluor 647                        | Invitrogen             | A31573         | IF     | 1:500         |
| Peroxidase AffiniPure Donkey Anti-Goat secondary antibody | Jackson ImmunoResearch | 705-035-003    | WB     | 1:5,000       |
| Peroxidase Donkey Anti-Rabbit secondary antibody          | Jackson ImmunoResearch | 711-035-152    | WB     | 1:20,000      |

How the deposited data were processed for this re-analysis (not part of the article)

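RNA sequencing of 4 bESC lines (A, C, D and E), each cultured in 5% O2 on MEF and in feeder-free conditions on vitronectin, was analysed, with 4 libraries per condition. The high oxygen libraries and the pure MEF sample described in the paper were not analysed here. The authors deposited raw counts per gene for the 8 libraries: reads were trimmed with Trimmomatic, aligned to ARS-UCD2.0 with STAR, freed of optical duplicates with Picard and of alignments with low mapping quality with samtools, and counted with featureCounts, with versions, strand and the counting of reads or pairs not stated in the paper's text. The paper also describes removing reads of a pure MEF sample from the counts of bESCs on MEF. The methods name RNeasy kits for the RNA, whereas the sample records name Trizol.

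The counts were used as deposited. Of 32640 genes, 3 had no values and were left out, and 0 columns were left unused. Total counts ranged from 44268717 to 102351560 per library. No 2 libraries of a condition were the same: over the 12 pairs within conditions the smallest chi-square per degree of freedom was 40.8. Of the genes with values, 30281 were matched to the RefSeq annotation of ARS-UCD2.0, from which coordinates and gene spans were taken.

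Differential expression was computed with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) after filterByExpr and TMM normalization, on condition alone, with Benjamini-Hochberg adjustment over 15744 genes. Genes were called at an adjusted P-value under 0.05 and a fold change of at least 1.5. Log2 CPM values used a prior count of 2. Standard errors were derived from the fitted log2 fold change and its F statistic. Sets of at least 5 tested genes were tested with camera in limma 3.58.1 at a preset correlation of 0.01. The sets were the pluripotency genes, the 28 common genes, JAK/STAT3, TGF-β/SMADs, FGF/ERK, WNT/β-CATENIN, epigenetic, oxidative phosphorylation, glycolysis and HIF response, ribosomal proteins and hypoxia response of Table S2, the energy metabolism transcripts of the discussion, and a list of fibroblast genes.

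The same lines were cultured in both conditions, so the line letter pairs the libraries. Over tested genes, the deviations from the condition mean of the 2 libraries of a line correlated at 0.582 for A, 0.557 for C, 0.664 for D and 0.421 for E, and those of different lines at -0.523 to 0.249. A fit with line as a term (replicate block) was therefore made beside the unpaired one. All records give the same sequencing batch.

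The design, the genes to name and the alternatives were set before the data were examined, except where stated. Named genes were the 28 common genes and the pluripotency genes, every pathway gene called, and the 5 largest rises and 5 largest falls among genes past the threshold and changed the same way in all 4 lines. The alternatives were RLE size factors, no scaling, other filters on low counts, edgeR's likelihood ratio test, DESeq2 1.42.0, limma-voom, the replicate block, other fold change thresholds, each library left out in turn, and for sets fry and an estimated correlation. The fits were tested on simulated counts with known changes. With line effects, the unpaired quasi-likelihood test called 58.1 percent of 198 changed genes among 15547 tested, with 0.862 percent of its 116 calls false. The paired one called 77.3 percent, with 9.47 percent of its calls false. This was a single simulation, with fewer changed genes than the 1582 that the paired fit called in the real data. Its rates therefore need not carry over to the real data.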

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

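The test of feeder-derived reads was chosen after the values concerned had been seen. The thinning of a library and the span correction in the paired fit were added after the data were examined. The other tests of this part were set before. Among 136 groups of 4 libraries examined, 8 held a library far from the other three, where about 6.8 are given by chance.

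The feeder-free library of line D had 102351560 counts, against 49671478 to 51320214 in the other feeder-free libraries. Thinned to the median total of those, a setting added after the data were examined, 284 genes passed in place of 272, and 271 of them were shared, which argues against its depth as the source of the calls. Without this library 6 genes passed, and without any one of the others except the feeder-free library of line A at most 3 did, so the drop is not particular to it. The same library had the highest log2 CPM of KLF4, 1.75, against 0.83 to 0.90. The MEF library of line D had the highest mean log2 CPM of the FGF/ERK genes, 5.79, against 5.49 to 5.53. No explanation was tested for these last values.

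The MEF library of line A had 4.11 percent of its counts on mitochondrial genes, against 1.91 to 2.26 percent in the other MEF libraries, and the feeder-free library of the same line had 4.01 percent. The mean was 2.59 ± 1.02 percent (SD, n = 4) on MEF and 3.20 ± 0.833 percent (SD, n = 4) in feeder-free conditions (two-sided exact permutation test, p = 0.400, the smallest possible being 0.0286). The feeder-free library of line A was lowest for LOC112442278, at 2.30 log2 CPM against 3.11 to 3.27, and for PRELP, at 2.525 against 3.46 to 3.61. The MEF library of line C was lowest for TPM1, at 7.10 against 7.40 to 7.46, and its feeder-free library for POU5F1, at 10.75 against 10.87 to 10.90. No biological explanation was tested for these libraries.

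The paper reports the glycolysis, hypoxia and oxidative phosphorylation genes for low against high oxygen, not for feeder-free against MEF. Between these conditions in the same oxygen tension, the genes of glycolysis and HIF response were lower in feeder-free bESCs, with a median log2 fold change of -0.40 over 37 genes (adjusted p = 5.67e-07 from limma's camera) and lower by median in 4 of 4 lines. PFKFB3, HK2, PFKM, ENO1 and PFKL passed as lower, chosen for naming after their values were seen, with log2 fold changes of -0.99, -1.21, -0.96, -0.77 and -0.68. The hypoxia response genes of Table S2 had a median of -0.45 over 6 genes, lower in 4 of 4 lines. The genes of oxidative phosphorylation had a median of 0.22 over 26, higher in 4 of 4 lines. The fibroblast genes had a median of 0.49 over 29, higher in 3 of 4 lines. A trend with gene span was tested as the source: after a correction for span in the paired fit with the replicate block, a setting added after the data were examined, 6 of the 7 sets that passed still did, and oxidative phosphorylation did not. One of the 6 is the set of common genes, which the paper chose in part on these libraries. Span bias is therefore not the source for the 6, and stays open for oxidative phosphorylation. Reads from feeder cells would bring the abundant transcripts of fibroblasts along with the glycolysis genes. The 11 genes of the fibroblast list with a mean under 10 CPM in feeder-free conditions had in sum 26.3 to 34.7 CPM on MEF, whereas the genes of glycolysis and HIF response had in sum 6675 to 17580 CPM more on MEF than in feeder-free conditions, so the former came to at most 0.442 percent of the latter in any line. This would argue against feeder-derived reads as the source for glycolysis and HIF response only if mouse reads of both groups aligned alike. COL1A2 and PRRX1, of the fibroblast list, were lower in feeder-free conditions in 4 of 4 lines, the direction such reads would give. Of the 29 fibroblast genes, 20 were higher and 9 lower. How well mouse reads of each gene align to the bovine genome was not tested, so the test cannot decide on feeder-derived reads. Only glycolysis and HIF response, among the sets of this paragraph, also passed under fry, and 0 passed with an estimated correlation. In the paired fit with the replicate block, fry also passed oxidative phosphorylation. In the unpaired fit with camera, the glycolysis and HIF response set passed without any one library. Oxidative phosphorylation did not pass without the MEF library of line C or D or the feeder-free library of line A or E, the hypoxia response genes not without the MEF library of line A or E or the feeder-free library of line C or D, and the fibroblast genes not without the MEF library of line E or the feeder-free library of line C or D. Passage and the presence of feeder cells changed with the condition, and the paper's methods and the sample records differ on whether the medium did. A difference in oxygen at the cells and the matrix itself stay open and untested, as do feeder-derived reads for the hypoxia response genes. Feeder-derived reads also stay open for glycolysis and HIF response. GC content was not analysed here.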

How the results depend on the processing

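The number of genes called depended on the processing more than the fold changes did. The upregulated count was 114 and the downregulated count 158. No filter gave 73 and 97, and no scaling beyond library size lowered the downregulated count to 91. At least 10 counts in every library raised the upregulated count to 199. The likelihood ratio test gave 448 and 389, DESeq2 695 and 517, and the replicate block, which pairs the libraries by line, 869 and 713. At an absolute log2 fold change of at least 1.5, the counts were 45 and 18, and with the replicate block at that threshold, added after the data were examined, 214 and 97. RLE size factors, limma-voom, no fold change threshold and the other filters stayed within 1.5 times. Fewer or more genes tested is part of the construction of the filters, and for the other settings the cause was not tested. Upregulated genes were 41.9 percent of calls, against 53.5 percent with the likelihood ratio test, 57.3 percent with DESeq2 and 54.9 percent with the replicate block.

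Across the 8 unpaired fits that each left out one library, from 0 to 259 genes were upregulated and from 0 to 231 downregulated. Only the fit without the feeder-free library of line A exceeded 6 calls in all. The smallest adjusted P-value with all libraries was 0.0196, so that many genes crossed the threshold together. With 3 libraries left in a condition, fewer samples are part of the cause. Between 2594 and 3755 genes had an unadjusted P-value under 0.05 in these fits.

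Of the 28 common genes, 4 were called higher, against 8 with the likelihood ratio test, 8 with DESeq2, 8 with the replicate block, and 0 to 7 across the leave-one-out fits. Of the pluripotency genes 0 were called, against 1 with at least 10 counts in every library, 1 with the likelihood ratio test, 1 with no fold change threshold, 2 with DESeq2 and 3 with the replicate block, and 0 to 1 across the leave-one-out fits. Of the pathway genes 3 were called, against 6 with at least 10 counts in every library, 12 with the likelihood ratio test, 12 with DESeq2, 15 with the replicate block, 1 at an absolute log2 fold change of at least 1.5, and 0 to 7 across the leave-one-out fits. For these the cause was not tested. Of the gene sets 7 were called, against 4 with limma-voom, 4 with fry and 0 with an estimated correlation, and the cause was not tested. The replicate block called the same number of sets, 7. Genes at 0 in all libraries of one condition with a mean of at least 10 CPM in the other numbered 0, and 0 to 2 across the leave-one-out fits.

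No named gene changed direction under an alternative that kept all 8 libraries. Leaving out one library reversed the direction of 8 genes with fold changes near 0: the log2 fold change ranged from -0.051 to 0.22 for PICALM, -0.083 to 0.16 for CDH11, -0.39 to 0.092 for ATF5, -0.054 to 0.30 for LOC101904796, -0.042 to 0.10 for RPS6KB1, -0.36 to 0.047 for CAMK2D, -0.16 to 0.46 for DNMT3B and -0.045 to 0.17 for STAT3. The median of the ribosomal protein genes, 0.17, ranged from -0.18 to 0.36 across these fits. For these the cause was not tested. The mean log2 CPM of the pluripotency genes moved by less than the spread between lines with a prior count of 0.25.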

Differences from the paper's values

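The paper reports 18 downregulated genes in low oxygen, and 158 were found here. Of the alternatives set before the data were examined, an absolute log2 fold change of at least 1.5, the lines drawn in Fig. 3E, gave 18, and none of the others came within 1.5 times. The same setting gave 45 upregulated genes against the paper's 95. At the fold change stated in the methods the upregulated count was 114, which is within 1.5 times of the paper's value, and no setting that was run brought both counts within 1.5 times.

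The paper reports 28 genes as upregulated in both oxygen tensions, and 4 of them were called higher here. None of the alternatives closed the gap, the largest count being 8 with the likelihood ratio test, DESeq2 and the replicate block. TPM1, TPM2, SIDT2 and PRELP were called in each of those 3 settings. PRELP was also called with at least 10 counts in every library and with genes at 0 in any library left out, and PRELP, SIDT2 and TPM1 without the feeder-free library of line A.

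All 17 genes read in the volcano plot differ from the values computed here, under every alternative, and 10 have the opposite sign. By eye in Fig. 3E, log2 fold changes are about 16 for LOC112442408, about 15 for TPM1, about 14 for FN1, about 11 for CDH11 and about 11 for EXT1, against -0.64, 0.97, 0.23, 0.028 and -0.41 here. They are, read by eye in Fig. 3E, about 10 for MBNL2, about 9.9 for MBNL1, about 10 for TPM2, about 9.5 for ZEB2 and about 9.5 for LOC112442278, against -0.27, -0.36, 1.77, -0.66 and -0.60 here. They are, read by eye in Fig. 3E, about 9.2 for RNF11, about 9.1 for ATF5, about 9.1 for LOC101904796, about 8.7 for RAP2C, about 8.2 for PICALM, about 6.7 for CAMK2D and about 4.9 for PRKG1, against -0.29, -0.10, 0.14, 0.75, 0.12, -0.21 and -0.88 here.

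The paper reports no differences in the pluripotent core or in the JAK/STAT3, TGF-β/SMADs, FGF/ERK and WNT/β-CATENIN pathways. Of these genes the unpaired fit called KDR, WNT5B and GSK3B alone, with log2 fold changes of 1.84, 1.41 and -0.65. The paired fit with the replicate block called KLF4, MYC and OTX2 of the pluripotent core and 15 pathway genes. Those outside FGF/ERK and WNT/β-CATENIN were IL6R (JAK/STAT3), higher, and ID1 and ID3, higher, and ACVR2A and ACVR2B, lower (TGF-β/SMADs). The paper describes FN1 as upregulated in feeder-free conditions in low oxygen, where its log2 fold change here was 0.23. No removal of MEF reads was added to the counts used here, so the 2 may rest on unlike counts. The paper found no enriched pathways by GSEA. Here 7 of 13 gene sets, the common genes among them, passed with limma's camera, and 0 with an estimated correlation. The pluripotency set passed as lower under limma's fry (adjusted p = 0.0118), and did not pass under limma's camera (adjusted p = 0.1685).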

Other observations

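The test that set counts to 0 and the test of even counts were chosen after the values concerned had been seen; the other tests of this part were not.

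Exchanging the libraries bears on the number of calls. Of the 35 splits of the 8 libraries into groups of 4, 2 gave as many genes on one side as the 114 upregulated genes, the real split included, and 2 gave as many as the 158 downregulated genes. The other split, with 672 genes, set lines A and E against lines C and D, so it follows the cell lines. Chance is therefore not excluded for the unpaired counts. Of the 8 splits that part all 4 pairs of libraries of the same line, 1, the real one, gave as many genes. In the paired fits with the replicate block the real split gave 1582 and the largest of the others 0. The smallest share that 8 splits can give is 1 of 8, so this ranking alone does not exclude chance either.

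The paper's methods describe the removal of MEF reads from the counts of bESCs on MEF. A removal that took counts to 0 would leave genes at 0 on MEF that have counts in feeder-free libraries. Of the 28 common genes, 0 had a count of 0 in all 4 MEF libraries, 0 genes at a mean of 10 CPM or more in feeder-free conditions did, and 0 of the 15744 tested genes did. At any level, 42 genes were at 0 in all 4 MEF libraries and above 0 in every feeder-free library, against 8 in the reverse direction, which is the direction such a removal would give, while the largest library was also feeder-free. The calls therefore do not come from counts at 0 on MEF. A subtraction that leaves counts above 0 was not tested. Whether some form of the removal is part of the deposited counts, or adds to the large fold changes, therefore cannot be told apart from these zeros. By the expectations as first written these zeros counted against the removal, and that reading was changed to undecided after the values were seen. The counts of the common genes on MEF were then set to 0 and the fit repeated. All 17 genes then lay above the values drawn in Fig. 3E, with a median difference of 2.5. Of these, 12 were within 1 of that median, and the other 5 (RNF11, CAMK2D, TPM2, PRKG1 and PICALM) lay 3.77 to 7.87 above the drawn values. The size of a fold change over 0 depends on the prior count: the median difference was 1.5 with a prior count of 0.25 and -1.5 with one of 2, in the same order of genes, so the distance to the drawn values decides nothing. The order was related to the drawn values across genes, which are not independent replicates (Spearman 0.784, permutation p = 0.00034, 100000 resamples), whereas that of the deposited counts was not (Spearman 0.111, p = 0.67). By the expectation first stated, a median absolute difference under 1, the value counted against counts set to 0 as the source of the drawn values. That reading was changed to undecided after the value was seen, and the prior counts were compared after that. FN1, drawn at about 14, had deposited counts of 6999 to 10124 on MEF and 7487 to 28963 in feeder-free libraries. All 17 genes differed from the drawn values under every alternative. This argues against the deposited counts, unchanged, as the source of the drawn values. Whether a removal of MEF counts underlies the drawn values cannot be told apart from other differences in processing. A shared offset leaves 5 of the 17 genes apart, and the order was the only part of the test free to come out otherwise.

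Counts from 1 to 10 were even in 71.3 percent of genes or more in every library, while at 1000 counts and more between 48.2 and 50.6 percent were even. A candidate explanation is that the 2 reads of a pair were counted singly, so that totals would overstate the number of fragments.

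Among the fibroblast genes, COL1A2 and PRRX1 fell in 4 of 4 lines, at log2 fold changes of -4.08 and -3.27, while TAGLN rose, at 4.23, and COL3A1 rose, at 2.61, also in 4 of 4. COL1A2 had 2.71 ± 2.21 CPM (SD, n = 4) on MEF and 0.157 ± 0.187 CPM (SD, n = 4) in feeder-free conditions. These genes were chosen after their values were seen, and the unpaired test called TAGLN alone among them, whereas the paired fit with the replicate block called all of them, COL1A2 and PRRX1 as lower and TAGLN and COL3A1 as higher. Of the fibroblast list, that fit called 8 genes higher and 2 lower. Of the 29 fibroblast genes tested, 20 were higher and 9 lower. No source was tested for them.

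Among the 15 transcripts of energy metabolism that the paper reports as higher in low oxygen, HK2, SLC2A3, BNIP3, PDK1 and TPI1 were lower in feeder-free bESCs than on MEF in 4 of 4 lines, with log2 fold changes of -1.21, -1.19, -0.96, -0.84 and -0.38, and the other 10 had log2 fold changes above 0. The set as a whole did not pass (adjusted p = 0.572 from limma's camera), and neither did the ribosomal proteins of Table S2 (adjusted p = 0.293 from limma's camera). These are values between culture matrices within low oxygen.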
